A study of Homo sapiens with 12 samples.

How the data were processed

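Messenger RNA was measured by bulk RNA sequencing in 12 libraries of N/TERT-2G keratinocytes, 3 for each of 4 groups: negative control siRNA, ATF3 siRNA, APOE siRNA and CXCL14 siRNA. According to the labels, cells in 6-well plates received 100 pmol of siRNA and 5 μl of a lipid transfection reagent per well, and RNA was enriched with oligo-dT beads and copied from random hexamers. The siRNA sequences, the time between transfection and RNA extraction, and whether the replicates were separate cultures are not stated. The library protocol names both a directional and a non-directional version, and the strand setting of the counting is not given, so values of genes that overlap on opposite strands are uncertain.

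The authors deposited a table of raw counts per gene and a table of FPKM per gene and library, and a further table repeats the FPKM with the mean FPKM of each group. The submitters' notes name HISAT2 2.0.5, featureCounts 1.5.0-p3 and build hg38; the annotation is not given in the sources used here. All 58735 gene IDs were found in GENCODE release 29, 99.9% of them with equal coordinates. The deposited FPKM were checked against the counts: each column equals the count over gene length and a library size scaled by the size factors of DESeq2, and the group values equal the means of 3 libraries. Library columns were mapped to samples by the prefix of the target and the replicate number, and 0 columns were left unmapped. Total counts per library ran from 16225691 to 22246755, so that 3 counts, the floor for a count of 0, correspond to 0.135 to 0.191 CPM. Mitochondrially encoded transcripts took 1.90 to 2.76% of the counts and the 10 most abundant genes 5.80 to 8.70%. Replicates of a group correlated at 0.989 to 0.992 in log2 CPM across genes, which are not independent replicates, and their counts scattered by 4.52 to 17.1 times the variance expected from counting alone.

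Counts were filtered with filterByExpr and scaled by TMM in edgeR 4.0.16 (R 4.3.3), which left 14920 genes with 99.9% of the counts. All 12 libraries went into a model with 1 term per group, fitted by quasi-likelihood (glmQLFit and glmQLFTest), and 6 comparisons were taken from it: each siRNA against the control and each pair of siRNAs. P-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison, and genes were called at an adjusted p under 0.05 without a fold limit. The SE of a log2 fold change is its size divided by the square root of the F statistic. Target levels were also compared by exact two-sided permutation of CPM, and ratios of summed counts were given 95% counting intervals.

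The text names genes by a rule fixed before the data were examined. ATF3, APOE and CXCL14 are given in every comparison. For each siRNA against the control, the 8 largest rises and the 8 largest falls were taken among called protein-coding genes with a mean of at least 5 CPM in 1 of the groups and CPM that do not overlap between the groups, which 10% of genes would meet by chance. Up to 4 called members with the smallest adjusted p were taken from each list that passed or had at least 3 called members, or the 2 members with the highest CPM where none was called. For each direct comparison the 3 largest differences per direction under the same limits were taken, and, of genes called the same way in all 3 comparisons with the control, the 6 per direction whose largest adjusted p was smallest. The text gives a part of these genes, some are not reported here, and the counts refer to all of them: 299 genes in 439 combinations with a comparison.

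The 33 lists, drawn up before the data were examined, cover interferon-stimulated genes, inflammatory cytokines and NF-kB targets, antimicrobial proteins and alarmins, MHC class I antigen presentation, basal keratinocyte, spinous and cornified envelope genes, stress keratins, DNA replication, mitosis, integrated stress response, unfolded protein response, AP-1 and immediate early genes, p53 targets, SREBP2 cholesterol genes, LXR targets, fatty acid synthesis, lysosome, matrix and wound edge, EGFR ligands and ERK feedback, Notch, NRF2, hypoxia and glycolysis, heat shock, nuclear-encoded oxidative phosphorylation, mitochondrially encoded, cytosolic ribosomal protein and replication-dependent histone genes. The rest are markers of fibroblasts, melanocytes, immune cells and endothelium, and keratins of simple epithelium and sweat gland. Lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, with adjustment over the lists of a comparison. Camera with an estimated correlation, and fry, which asks whether a list's genes move on balance in a single direction and does not compare them with other genes, were alternatives.

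Alternatives for the gene tests were DESeq2 size factors, library size alone, no filter, a stricter filter (1 CPM in 3 libraries and a mean of 50 counts), the Wald test of DESeq2 1.42.0, limma-voom, a fit of only the groups compared, limma on log2 FPKM with 1 or 0.1 added, protein-coding genes only, an adjusted p under 0.01, an absolute log2 fold change of at least 1, and leaving out each library. The replicate number was also entered as a block. Residuals of libraries with the same number correlated across genes at above 0.1 for all 3 numbers between APOE and CXCL14 siRNA (0.225, 0.104 and 0.234), and 11 of the 12 libraries correlated best with libraries of their own number; in the other 5 comparisons at least 1 number was below 0.1, so the unblocked fit was kept. With the replicate block edgeR called 4138, 7436 and 8970 genes with ATF3, APOE and CXCL14 siRNA and 6618, 8712 and 8949 between ATF3 and APOE, ATF3 and CXCL14, and APOE and CXCL14 siRNA. Lists were also tested with the block, with size factors, with adjustment over all lists and 3 comparisons, and without each library.

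In a further test each siRNA was compared with a control library of its own, in the 6 possible ways, where a lone control library is assumed to vary like the siRNA groups.

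The tests were tried on counts simulated from ATF3 siRNA and control libraries. Of genes changed 1.5-fold, 2-fold and 4-fold, edgeR recovered 37 of 67, 48 of 67 and 61 of 66, with 7 false calls of 153. DESeq2 recovered 38, 48 and 62 (14 false) and limma-voom 37, 47 and 62 (7). Camera found 4 of 4 shifted lists among 27 and 0 others with either correlation. Lists as correlated as real ones (up to 0.727) were not tried.

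For 12402 genes, 98.0% of the protein-coding genes tested, the 3' UTR was taken from 1 transcript per gene of GENCODE release 29. Each 7-base sequence present in at least 50 of these 3' UTRs of 50 bases or more was scored by a linear model of the log2 fold change, limited at 3, on its presence, and compared with 100 shuffles of the genes. The search put a seeded sequence first in 3 of 3 simulated sets. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3 ran the search, and matplotlib 3.10.9 drew the figures.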

Results

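RNA was sequenced in bulk, after selection by poly-A tail, from N/TERT-2G cells, a line of immortalised human keratinocytes. The cells had been transfected with 100 pmol of siRNA per well of 6-well plates, with a change of medium after 6 h. The siRNAs targeted ATF3, a stress-induced transcription factor, APOE, a lipid carrier of lipoproteins, or CXCL14, a chemokine made by epithelia, and the fourth group received a negative control siRNA. Each of the 4 groups holds 3 libraries, 12 in all. The series concerns vulvar lichen sclerosus, an inflammatory disease of genital skin, and the comparisons ask which transcripts differ in keratinocytes that received siRNA against each of these genes. Total counts per library in the order of the replicate numbers were 16362761, 16255187 and 16225691 with the control siRNA, and 22246755, 17874102 and 17191610 with ATF3 siRNA. They were 19383579, 18799324 and 16598426 with APOE siRNA and 17742022, 17516851 and 21377538 with CXCL14 siRNA. A count of 0 in a library allows a level of up to 0.135 to 0.191 CPM over the 12 libraries, from 3 counts. Such floors, and the intervals given for counts, cover counting error only.

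Levels are CPM scaled by TMM, as mean ± SD with n = 3 per group. Changes are log2 fold changes ± SE from edgeR, siRNA over control unless another pair is named, and a gene is said to rise or fall where its adjusted p over 14920 tested genes is under 0.05. Group tests are from camera, which asks whether the members of a list moved more than other genes, over 33 lists fixed before the data were examined. A count of list members adjusted over the list alone is given where it differs from the count over all genes tested. The few list members named because they moved against their list were chosen after their values were seen and not recomputed under the alternatives. All p-values measure the spread between these libraries only, which may be technical, since the labels do not say whether the 3 replicates of a group were separate cultures.

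Each siRNA lowered the transcript it was made against. ATF3 (ENSG00000162772, chromosome 1, 212565334 to 212620777, hg38) stood at 43.0, 43.0 and 40.5 CPM in the control libraries and at 12.02, 12.54 and 11.49 CPM with ATF3 siRNA, which is 28.5% of the control mean (-1.81 ± 0.08, edgeR adjusted p = 1.37e-09). APOE (ENSG00000130203, chromosome 19, 44905754 to 44909393) fell from 2.78, 3.59 and 3.16 CPM to 0.106, 0.274 and 0.191 CPM with APOE siRNA (-4.02 ± 0.35, edgeR adjusted p = 1.67e-07), or from 156 counts to 10 over 3 libraries. CXCL14 (ENSG00000145824, chromosome 5, 135570679 to 135579279) was near the limit of detection in the control cells, with 7, 6 and 11 counts, and had 1, 1 and 0 counts with CXCL14 siRNA. Its change of -3.61 ± 1.16 passed (edgeR adjusted p = 0.0143, from 2.13e-06 to 0.317 over the alternatives), and the ratio of the summed counts, 2 against 24 and scaled for depth, was 0.0689 with a 95% counting interval of 0.00789 to 0.277. That call was lost without control library 3 (adjusted p = 0.0523), without CXCL14 siRNA library 3 (0.0579), with limma-voom (0.0538) and with limma on log2(FPKM + 1) (0.317). Exact two-sided permutation of the CPM gives p = 0.1 for each target, the smallest p that 3 against 3 allows.

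The targets also differed in the groups that received the other siRNAs. CXCL14 rose from 24 counts in the control libraries to 454 with APOE siRNA, where the 3 libraries held 234, 78 and 142. Its level went from 0.49 ± 0.169 to 8.56 ± 4.06 CPM (4.11 ± 0.48, edgeR adjusted p = 3.48e-06). With CXCL14 siRNA, ATF3 rose to 68.3 ± 3.86 CPM (0.70 ± 0.07, edgeR adjusted p = 4.96e-07) and APOE to 5.88 ± 0.454 CPM (0.89 ± 0.20, adjusted p = 0.00144). The remaining levels did not pass in edgeR: ATF3 with APOE siRNA (-0.01 ± 0.07, adjusted p = 0.932), APOE with ATF3 siRNA (0.27 ± 0.21, 0.401) and CXCL14 with ATF3 siRNA (0.67 ± 0.63, 0.503).

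**Figure D1:**
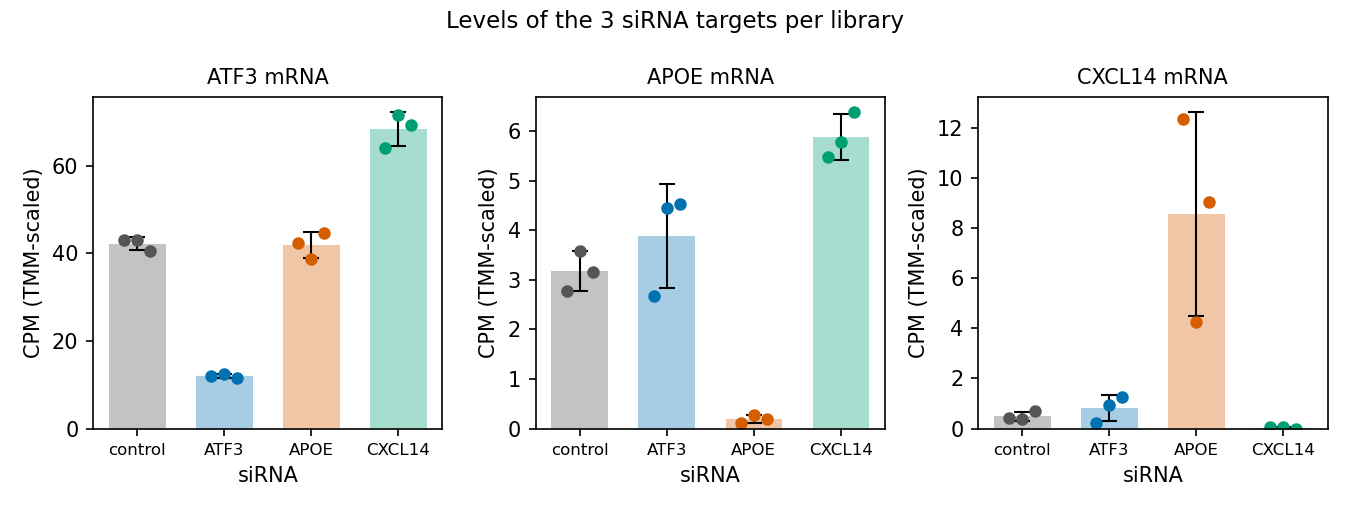
TMM-scaled CPM of ATF3, APOE and CXCL14 in the 4 groups, with a bar at the mean, an error bar of 1 SD and a point per library (n = 3). ATF3 stands at 12.02 CPM with its own siRNA against 42.2 CPM in the control, APOE at 0.19 against 3.18 CPM, and CXCL14 at 0.0357 against 0.49 CPM, while CXCL14 reaches 8.56 CPM with APOE siRNA.

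With ATF3 siRNA, genes of the upper, differentiating layers of the epidermis were higher than with the control siRNA. TGM1, the transglutaminase that crosslinks the cornified envelope, rose by 2.94 ± 0.19 (11.5 ± 2.72 to 88.9 ± 23 CPM), IVL, an envelope precursor, by 1.77 ± 0.11 (25 ± 3.12 to 85.3 ± 10.9 CPM), and KRT16, a keratin of wounded epidermis, by 1.64 ± 0.12 (174 ± 25.8 to 542 ± 77.1 CPM). S100A9, a subunit of the alarmin calprotectin, rose by 1.69 ± 0.09 (96.2 ± 3.67 to 311 ± 5.23 CPM), and MMP9, a matrix protease, by 1.91 ± 0.12 (10 ± 0.0677 to 37.5 ± 5.6 CPM). After ATF3 itself, FZD5, a Wnt receptor, fell most among protein-coding genes taken by the naming rule (-1.48 ± 0.11, 39.4 ± 5.2 to 14.2 ± 1.94 CPM), and GNAQ, a G protein subunit, fell by 1.33 ± 0.08 on the log2 scale (120.0 ± 7.53 to 47.7 ± 5.06 CPM). In edgeR 1678 genes rose and 1363 fell, 20.4% of those tested, and 275 of them changed at least 2-fold (203 up, 72 down). The share that rose was 55.2%, and falls outnumbered rises with library sizes alone (44.0% rose) and without a filter (48.8%).

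Other large rises were those of SBSN (2.53 ± 0.22), a suprabasal epidermal protein, RRAD (2.52 ± 0.28), a small GTPase, CRABP2 (2.26 ± 0.15), a retinoic acid carrier, KRT23 (2.18 ± 0.21), PADI2 (2.07 ± 0.24), a peptidylarginine deiminase, and ALDH3B2 (2.07 ± 0.30). Over the alternatives SBSN ran from 1.34 to 2.59, KRT23 from 1.16 to 2.28, PADI2 from 0.69 to 2.31 and ALDH3B2 from 1.13 to 2.76. Falls of similar rank were FNBP1L (-1.38 ± 0.08), ARID3B (-1.31 ± 0.08) and DYNC2LI1 (-1.24 ± 0.16), with DYNC2LI1 from -1.44 to -0.67 over the alternatives. The 7-base sequence CACGTGT lies in the 3' UTR of 5 of 39 named genes that fell, FZD5, DYNC2LI1, INSIG1, ENO2 and NCEH1, of 1 of 88 that rose, PADI2, and of 627 of 12402 genes searched (5.06%). SPRR, S100A and type I keratin genes have close paralogs, so their single values depend on how shared reads were assigned.

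Of 28 measured cornified envelope and late differentiation genes, 22 rose (23 adjusted over the list alone), with a median log2 fold change of 1.21. The cornified envelope list had a camera adjusted p of 3.53e-16, and adjusted p = 0.017 with an estimated correlation. Among antimicrobial proteins and alarmins 8 of 11 rose and 1 fell (8 and 2 adjusted over the list alone): S100A8 (1.83 ± 0.13), and the protease inhibitors PI3 (1.90 ± 0.10) and SLPI (1.26 ± 0.07) were among those that rose, and HMGB2, a chromatin protein, fell (-0.36 ± 0.10). The antimicrobial list had a camera adjusted p of 2.90e-07, and adjusted p = 0.0393 with an estimated correlation. These were the 2 lists whose calls held with an estimated correlation, of 16 called. Spinous (early differentiation) genes rose in 11 of 23 cases (14 adjusted over the list alone), with LYPD3 (1.29 ± 0.10), NOTCH3 (1.396 ± 0.12) and GRHL3 (0.87 ± 0.08), a transcription factor of the barrier, among them. The spinous list had a camera adjusted p of 9.59e-08, and adjusted p = 0.0672 with an estimated correlation. All 5 measured stress keratins rose, KRT17 by 0.86 ± 0.07 and KRT6B by 0.51 ± 0.06. The stress keratin list had a camera adjusted p of 4.57e-06, and adjusted p = 0.0672 with an estimated correlation. Of 19 basal keratinocyte genes, 3 rose and 8 fell (3 and 9 adjusted over the list alone): CDH3, or P-cadherin, fell (-0.94 ± 0.06), and BCAM, a laminin receptor, rose (1.35 ± 0.13). The basal list did not pass (camera adjusted p = 0.0606, from 0.0274 to 0.171 over the alternatives); it passed without ATF3 siRNA library 1 (0.0274), without ATF3 siRNA library 3 (0.0369) and with a replicate block (0.038).

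A part of the inflammatory and immune genes rose with ATF3 siRNA, and the list calls given next did not hold with an estimated correlation. Inflammatory cytokines and NF-kB targets rose in 11 of 26 cases and fell in 2 (14 and 4 adjusted over the list alone). The NF-kB list had a camera adjusted p of 0.00519, and adjusted p = 0.126 with an estimated correlation. IL1RN, the interleukin 1 receptor antagonist, rose by 1.43 ± 0.13, IL36G by 1.46 ± 0.23 and IL1A by 0.79 ± 0.09, whereas CSF3 (-0.33 ± 0.11) and PTGS2 (-0.31 ± 0.10) fell. Interferon-stimulated genes rose in 8 of 37 cases (9 adjusted over the list alone), with the chemokines CXCL10 (1.33 ± 0.17) and CXCL11 (0.89 ± 0.21). IFITM3 fell (-0.44 ± 0.13). The interferon list had a camera adjusted p of 0.000619, and adjusted p = 0.671 with an estimated correlation. Without control library 1 the interferon list did not pass (camera adjusted p = 0.112; 1.82e-07 to 0.112 over the alternatives). Of 18 genes of MHC class I antigen presentation 7 rose (14 adjusted over the list alone), such as PSME1 (0.40 ± 0.07), a proteasome activator subunit. The MHC class I list had a camera adjusted p of 0.000278, and adjusted p = 0.473 with an estimated correlation.

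Several stress and metabolic lists rose as well. Targets of the integrated stress response and ATF4 rose in 20 of 33 cases (24 adjusted over the list alone), including STC2 (1.26 ± 0.08), NUPR1 (1.22 ± 0.11) and PSPH (0.77 ± 0.07), an enzyme of serine synthesis. The ATF4 target list had a camera adjusted p of 1.42e-11, and adjusted p = 0.0672 with an estimated correlation. p53 targets rose in 11 of 29 cases (14 adjusted over the list alone), with GDF15 (1.23 ± 0.13), TP53INP1 (1.10 ± 0.10) and the cell cycle inhibitor CDKN1A (0.52 ± 0.06), while TNFRSF10B fell (-0.30 ± 0.05). The p53 list had a camera adjusted p of 4.57e-06, and adjusted p = 0.0672 with an estimated correlation. Cytosolic ribosomal protein genes rose in 34 of 45 cases (41 adjusted over the list alone), with a median of 0.26. The ribosomal protein list had a camera adjusted p of 8.57e-14, and adjusted p = 0.248 with an estimated correlation. Nuclear-encoded genes of oxidative phosphorylation rose in 18 of 42 cases (20 adjusted over the list alone), NDUFB7 by 0.46 ± 0.07. The list's camera adjusted p was 1.50e-07 (0.177 with an estimated correlation). Of the 13 mitochondrially encoded genes 7 fell (8 adjusted over the list alone), MT-CYB by -0.41 ± 0.09. The mitochondrial list had a camera adjusted p of 0.00156, and adjusted p = 0.473 with an estimated correlation. Lysosome genes rose in 11 of 29 cases (13 adjusted over the list alone), among them GAA (0.74 ± 0.12) and LIPA (0.42 ± 0.06). The list's camera adjusted p was 5.21e-05 (0.248 with an estimated correlation). LXR targets rose in 6 of 18 cases (8 adjusted over the list alone), PLTP, a phospholipid transfer protein, by 0.80 ± 0.09. The list's camera adjusted p was 0.00127 (0.126 with an estimated correlation).

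For hypoxia and glycolysis genes 8 of 29 rose, VEGFA by 0.40 ± 0.07, and PFKFB3 (-0.35 ± 0.07) and ENO2 (-1.13 ± 0.25) fell (11 and 2 adjusted over the list alone). Camera gave the hypoxia list an adjusted p of 0.04995, and adjusted p = 0.473 with an estimated correlation. The hypoxia call was lost without control library 2 (0.0897), control library 3 (0.0657) and each ATF3 siRNA library in turn (0.0601, 0.0544 and 0.0589), and with size factors (0.0593), a block (0.0503) or adjustment over 3 comparisons (0.0521), over a range of 0.0463 to 0.0897. Mitosis (G2/M) genes were lower as a list, with a median of -0.12. The mitosis list had a camera adjusted p of 0.0232, and adjusted p = 0.68 with an estimated correlation. Only PTTG1 (-0.39 ± 0.11) and BUB1 (-0.26 ± 0.08) of 37 fell over all genes tested. Adjusted over the list alone, edgeR called 0 mitosis genes, with 1 higher and 5 lower at an unadjusted p under 0.05, limma-voom called 0 and DESeq2 1. The calls of PTTG1 and BUB1 over all genes were lost without control library 1 (edgeR adjusted p = 0.068 and 0.0943), control library 2 (0.0712 and 0.125) and ATF3 siRNA library 3 (0.0617 and 0.105), and that of BUB1 also without ATF3 siRNA library 2 (0.107) and with limma on log2(FPKM + 0.1) (0.0569), over ranges of 0.000818 to 0.0712 and 0.0209 to 0.125. The mitosis list did not pass without control library 1 (camera adjusted p = 0.05001), control library 2 (0.0864), ATF3 siRNA library 2 (0.0772) or ATF3 siRNA library 3 (0.282), over a range of 0.000281 to 0.282.

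The other lists did not pass with ATF3 siRNA, although single members moved. INSIG1, which restrains cholesterol synthesis, fell by 1.16 ± 0.06 on the log2 scale, with 5 of 26 SREBP2 genes up and 1 down (6 and 2 adjusted over the list alone; camera adjusted p = 0.205). ACLY, which makes cytosolic acetyl-CoA, rose by 1.56 ± 0.06 (244 ± 5.86 to 717 ± 45 CPM), with 5 of 24 fatty acid synthesis genes up and 2 down (5 and 3; camera adjusted p = 0.466). HSPB1, a small heat shock protein, rose by 1.21 ± 0.15, with 3 of 18 heat shock genes up and 1 down (3 and 1; camera adjusted p = 0.0656; 0.011 without ATF3 siRNA library 3, 0.011 to 0.153 over the alternatives). Of 24 EGFR ligands and ERK feedback genes 1 rose and 5 fell, SPRY4 by -0.83 ± 0.07 (camera adjusted p = 0.323). Of 35 matrix, protease and wound-edge genes 9 rose and 7 fell (11 and 9 adjusted over the list alone), TIMP2 by 0.81 ± 0.08 and VIM by -0.83 ± 0.10 (camera adjusted p = 0.579; the median of 0.04 turned negative with library sizes alone). Camera adjusted p-values of the other lists with ATF3 siRNA were 0.111 for DNA replication (G1/S) genes, 0.259 for the unfolded protein response, 0.61 for AP-1 genes (median 0.01, negative with library sizes alone), 0.94 for the Notch pathway and 0.129 for NRF2 targets. DNA replication genes passed without ATF3 siRNA library 1 (0.00428; 0.00428 to 0.346 over the alternatives), and NRF2 targets without control library 1 (0.0237; 0.0237 to 0.338).

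Replication-dependent histone genes, whose transcripts lack a poly-A tail and so bear on RNA selection and quality, did not pass with ATF3 siRNA (1 of 12 up and 2 down, 1 and 3 adjusted over the list alone, median -0.26, camera adjusted p = 0.0557, 0.0369 to 0.0734 over the alternatives). They passed as lower without control library 1 (0.0427), without ATF3 siRNA library 1 (0.0369) and with a replicate block (0.0407). Markers of other cell types did not pass in camera: fibroblast 0.764, melanocyte 0.505, immune 0.307, endothelial 0.764 and simple-epithelium keratins 0.466 (median -0.28, mean 0.10), adjusted. The melanocyte, immune and endothelial lists hold only 3, 1 and 2 tested genes. Of the 5 genes of the simple-epithelium list 3 fell, KRT18 by -0.32 ± 0.09 among them, and 1 rose. The call of KRT18 was lost without control library 1 (edgeR adjusted p = 0.0628) and ATF3 siRNA library 2 (0.0842), over a range of 0.000249 to 0.0842, and those of the other 3 were each lost without 1 or more of the libraries. Without control library 1 the count of genes called with ATF3 siRNA was 1916 in place of 3041.

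With APOE siRNA, many differentiation genes rose and a part of the inflammatory and cell cycle genes fell. As list calls these were lost with an estimated correlation, with spinous genes lowest (adjusted p = 0.0805). KRTDAP, a protein of differentiating keratinocytes, rose by 4.32 ± 0.27 (0.648 ± 0.401 to 13.1 ± 2.14 CPM), SBSN by 3.61 ± 0.21 (0.956 ± 0.0836 to 11.7 ± 1.83 CPM) and KRT16 by 2.16 ± 0.13 (174 ± 25.8 to 777 ± 112 CPM). NUPR1, a stress-induced chromatin protein, rose by 2.82 ± 0.10 (10.4 ± 1.59 to 73.7 ± 0.592 CPM), and TP53INP1, a p53 target, by 2.98 ± 0.10 (14.6 ± 1.73 to 115 ± 7.54 CPM). TFPI2, an inhibitor of serine proteases, fell by 2.89 ± 0.09 on the log2 scale (157 ± 6.47 to 21.2 ± 1.5 CPM), and NLRP3, an inflammasome sensor, by 3.35 on that scale (SE 0.24, 9.69 ± 1.53 to 0.943 ± 0.329 CPM). In edgeR 3327 genes rose and 3354 fell, 44.8% of those tested, and 1203 changed at least 2-fold (538 up, 665 down).

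Further large rises were PI3 (2.88 ± 0.10), CXCL14 (4.11 ± 0.48), CDH16 (3.16 ± 0.30), a cadherin, and ZBTB16 (2.997 ± 0.32), a transcriptional repressor. Large falls were ADRA1D (-4.36 ± 0.38), an adrenergic receptor, ARHGAP25 (-3.61 ± 0.26), GMPR (-3.08 ± 0.37) and SLIT2 (-2.91 ± 0.26), a guidance ligand. Their sizes depend on the method: over the alternatives ADRA1D ran from -5.31 to -1.504, ARHGAP25 from -3.75 to -1.02, GMPR from -3.46 to -1.404, NLRP3 from -3.68 to -1.33 and SLIT2 from -3.30 to -0.52. Of the rises KRTDAP ran from 3.42 to 4.64, SBSN from 2.19 to 3.71, CXCL14 from 1.99 to 4.43, CDH16 from 1.14 to 3.32 and ZBTB16 from 0.93 to 3.95. The 7-base sequence GAGGAAC lies in the 3' UTR of 13 of 61 named genes that fell, ADRA1D, TMEM156, MCM6, TPX2, HERPUD1, HSPA4, INSIG1, KLF6, LSS, NCEH1, NOTCH2, SPRED1 and THBS1, in 3 of 72 that rose, and in 1062 of 12402 genes (8.56%).

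Spinous genes rose in 20 of 23 cases (median 1.27), LYPD3 by 1.74 ± 0.10 and NOTCH3 by 1.90 ± 0.12. The spinous list had a camera adjusted p of 8.43e-11, and adjusted p = 0.0805 with an estimated correlation. Cornified envelope genes rose in 20 of 28 cases and fell in 2 (median 1.30): SPRR1A rose by 2.61 ± 0.16, SPRR1B by 2.25 ± 0.15 and IVL by 1.45 ± 0.11. SERPINB2 (-0.44 ± 0.08) and TCHH (-2.94 ± 0.49), the hair follicle protein trichohyalin, fell. The cornified envelope list had a camera adjusted p of 1.79e-06, and adjusted p = 0.106 with an estimated correlation. All 5 stress keratins were higher, KRT17 by 1.04 ± 0.08 and KRT6C by 1.34 ± 0.13. The stress keratin list had a camera adjusted p of 8.91e-05, and adjusted p = 0.132 with an estimated correlation. Antimicrobial genes rose in 7 of 11 cases, SLPI by 1.502 ± 0.07 and S100A8 by 1.68 ± 0.13. RNASE7 fell (-0.38 ± 0.08). The antimicrobial list had a camera adjusted p of 0.000382, and adjusted p = 0.114 with an estimated correlation. Basal genes split, with 6 of 19 up, such as KRT15 (1.19 ± 0.07) and COL7A1 (1.12 ± 0.09), the collagen of anchoring fibrils, and 8 down, such as the integrin ITGA2 (-1.31 ± 0.12). Their median was -0.11, their mean 0.05 and the camera adjusted p 0.934.

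Inflammatory cytokines and NF-kB targets fell in 17 of 26 cases (18 adjusted over the list alone, median -0.66), with the colony-stimulating factor CSF3 (-1.53 ± 0.11), PTGS2 (-0.89 ± 0.10), the prostaglandin synthase, and TNFAIP3 (-0.83 ± 0.10), a brake on NF-kB. The NF-kB list had a camera adjusted p of 0.00119, and adjusted p = 0.114 with an estimated correlation. The members that rose were IL1A (0.48 ± 0.09), IL1RN (0.76 ± 0.13) and IL33 (1.33 ± 0.28). Interferon-stimulated genes fell in 16 of 37 cases, HERC6 by 1.63 ± 0.09 on the log2 scale and CXCL11 by -1.67 ± 0.24, and BST2 rose (0.62 ± 0.17). The interferon list had a camera adjusted p of 0.012, and adjusted p = 0.758 with an estimated correlation. The interferon call was lost without control library 3 (camera adjusted p = 0.193, 7.94e-07 to 0.193 over the alternatives). Mitosis genes fell in 19 of 37 cases (median -0.34), including HMMR (-1.79 ± 0.15) and the kinase AURKA (-0.77 ± 0.08). The mitosis list had a camera adjusted p of 8.91e-05, and adjusted p = 0.448 with an estimated correlation. DNA replication genes fell in 17 of 37 and rose in 3 (17 and 4 adjusted over the list alone): MCM6, a subunit of the replicative helicase, fell (-1.86 ± 0.10, 68.5 to 19 CPM), as did RRM1 (-0.78 ± 0.07). PCNA (0.24 ± 0.07), CDT1 (0.37 ± 0.11) and CCNE2 (0.44 ± 0.16) rose. The DNA replication list had a camera adjusted p of 0.00855, and adjusted p = 0.571 with an estimated correlation.

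Several stress and metabolic lists were higher with APOE siRNA too. p53 targets rose in 20 of 29 cases, CDKN1A by 0.85 ± 0.06. FUCA1 fell (-0.94 ± 0.12). The p53 list had a camera adjusted p of 1.31e-06, and adjusted p = 0.0805 with an estimated correlation. ATF4 targets rose in 21 of 33 cases, SESN2 by 1.30 ± 0.08. PPP1R15A (-0.996 ± 0.09), ALDH1L2 (-0.63 ± 0.16) and GARS (-0.22 ± 0.06) fell (21 and 4 adjusted over the list alone). The ATF4 target list had a camera adjusted p of 1.71e-05, and adjusted p = 0.203 with an estimated correlation. NRF2 targets rose in 17 of 25 cases, with AKR1C3 (1.87 ± 0.08), AKR1C1 (1.89 ± 0.13) and GCLC (0.74 ± 0.06), the enzyme that limits glutathione synthesis. ABCC3 (-1.14 ± 0.13), PGD (-0.29 ± 0.07) and UGDH (-0.29 ± 0.09) fell. The NRF2 list had a camera adjusted p of 6.61e-05, and adjusted p = 0.164 with an estimated correlation. Hypoxia and glycolysis genes rose in 20 of 29 cases, ADM by 0.90 ± 0.07 and the glucose transporter SLC2A1 by 0.69 ± 0.07. HK1 (-0.26 ± 0.06) and PFKFB3 (-0.62 ± 0.07) fell. The hypoxia list had a camera adjusted p of 0.000382, and adjusted p = 0.203 with an estimated correlation. Lysosome genes rose in 21 of 29 cases (22 adjusted over the list alone), the protease CTSD by 1.39 ± 0.09. CD63 (-0.49 ± 0.07), NPC1 (-0.28 ± 0.06), CTSL (-0.25 ± 0.06) and CTSZ (-0.18 ± 0.06) fell. The lysosome list had a camera adjusted p of 5.99e-05, and adjusted p = 0.234 with an estimated correlation. Ribosomal protein genes rose in 43 of 45 cases, RPS9 by 0.60 ± 0.06. The ribosomal protein list had a camera adjusted p of 5.25e-13, and adjusted p = 0.242 with an estimated correlation. Oxidative phosphorylation genes rose in 22 of 42 cases, NDUFB10 by 0.63 ± 0.07, and SDHC fell (-0.19 ± 0.07). The oxidative phosphorylation list had a camera adjusted p of 0.000206, and adjusted p = 0.325 with an estimated correlation.

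Fatty acid synthesis genes rose in 13 of 24 cases and fell in 6, ACLY by 1.64 ± 0.06 and FADS1 by 0.66 ± 0.07. The fatty acid list had a camera adjusted p of 0.0336, and adjusted p = 0.234 with an estimated correlation. That call was lost without control library 3 (camera adjusted p = 0.0513, 0.0157 to 0.0513 over the alternatives). Histone genes of the RNA quality list rose with APOE siRNA, in 5 of 12 cases, HIST1H1C by 0.87 ± 0.10 and HIST1H2BD by 0.97 ± 0.12. The histone list had a camera adjusted p of 0.037, and adjusted p = 0.164 with an estimated correlation. This histone call was lost without APOE siRNA library 1 (camera adjusted p = 0.0692, 0.0226 to 0.0692 over the alternatives). Fibroblast markers did not pass as a list (camera adjusted p = 0.0909), but 3 of 4 rose (3 up and 1 down adjusted over the list alone), COL1A1 by 1.48 ± 0.12 (28.8 to 80.4 CPM) and DCN, whose call was lost without control library 1 (edgeR adjusted p = 0.0576; 0.0117 to 0.247 over the alternatives).

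Among lists that did not pass with APOE siRNA, SREBP2 genes split into 8 up and 9 down of 26 (9 and 9 adjusted over the list alone), with HMGCS1 (-1.26 ± 0.09) and INSIG1 (-0.99 ± 0.06) lower and DHCR7 (0.51 ± 0.07) higher (camera adjusted p = 0.623). LXR targets had PLTP (1.92 ± 0.09) and ABCG1 (0.77 ± 0.08), a sterol exporter, among 8 of 18 that rose, and APOL2 (-0.80 ± 0.09) among 3 that fell (camera adjusted p = 0.0919). Of 35 matrix and wound-edge genes 17 fell (18 adjusted over the list alone), THBS1 by -1.49 ± 0.08, and 7 rose, TGFBI by 1.47 ± 0.07 (camera adjusted p = 0.0855, 0.0335 to 0.164; 0.0335 without APOE siRNA library 3). HSPB1 rose by 2.13 ± 0.15 and HSPA4 fell (-0.90 ± 0.07) in the heat shock list (camera adjusted p = 0.557; median -0.01, mean 0.02), and NOTCH2 fell (-1.17 ± 0.11) in the Notch list (0.391). MHC class I genes, with ERAP1 down (-0.75 ± 0.07), passed as lower only without control library 1 (camera adjusted p = 0.0215; 0.293 with all libraries, 0.0215 to 0.709), and mitochondrially encoded genes as higher only without the same library (0.0208; 0.223, 0.0208 to 0.637). Camera adjusted p-values were 0.321 for the unfolded protein response, with HERPUD1 down (-0.97 ± 0.09), 0.19 for AP-1 genes, 0.0985 for EGFR and ERK feedback genes, 0.863 for melanocyte, 0.194 for immune and 0.934 for endothelial markers and 0.317 for simple-epithelium keratins. Of the 5 simple-epithelium genes 3 fell (1 up and 3 down adjusted over the list alone), 1 of 1 immune markers rose, and 1 of 3 melanocyte and 1 of 2 endothelial markers fell. None of the 17 list calls with APOE siRNA held with an estimated correlation, where 8 lists had an unadjusted p under 0.05, and fry called 23.

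With CXCL14 siRNA, cell division genes and most basal keratinocyte genes fell, and many sterol genes and targets of p53 and ATF4 rose. As list calls these were lost with an estimated correlation, with adjusted p from 0.113 (basal) to 0.449 (ATF4). All 37 measured mitosis genes and all 37 DNA replication genes fell, among them CDC20, an activator of the anaphase-promoting complex (-2.14 ± 0.10, 127 ± 0.888 to 28.9 ± 3.06 CPM), and RRM2, a subunit of ribonucleotide reductase (-1.75 ± 0.07, 80.3 ± 1.64 to 23.9 ± 2.16 CPM). KRT14, the keratin of basal cells, fell by 1.03 ± 0.07 on the log2 scale (7297 ± 594 to 3574 ± 168 CPM), TP63, a master regulator of stratified epithelia, by 1.09 (SE 0.06, 345 ± 12.3 to 162 ± 11.7 CPM), and KRT6B by 2.77 (SE 0.06, 647 ± 16.8 to 94.6 ± 1.79 CPM). CPA4, a carboxypeptidase, rose by 5.85 ± 0.20 (4.19 ± 1.74 to 241 ± 8.69 CPM) and GDF15, a stress cytokine, by 2.36 ± 0.13 (24.5 ± 5.09 to 126 ± 9.5 CPM), while MMP9 fell by 5.58 (SE 0.24, 10 ± 0.0677 to 0.206 ± 0.0649 CPM). In edgeR 4087 genes rose and 4240 fell, 55.8% of those tested, and 2160 changed at least 2-fold (832 up, 1328 down). With library sizes alone rises outnumbered falls (55.7% rose, against 49.1%).

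Other genes with large rises were UNC13A (5.89 ± 0.498), a synaptic vesicle protein, DRD2 (4.50 ± 0.28), LIMCH1 (4.38 ± 0.15) and OSBP2 (4.22 ± 0.15), an oxysterol-binding protein. The sizes of such rises from levels near 0 depend on the method: UNC13A (0.0806 to 5.25 CPM) ran from 0.54 to 9.58 over the alternatives, DRD2 from 1.22 to 4.60 and LIMCH1 from 2.18 to 4.60. Large falls were TFPI2 (-3.31 ± 0.09), CSF3 (-3.23 ± 0.13), CTSS (-3.22 ± 0.27), APIP (-3.35 ± 0.24) and CENPE (-3.04 ± 0.18), a kinetochore motor. Of these CTSS ran from -3.33 to -1.24 over the alternatives, APIP from -3.52 to -0.90 and CENPE from -3.21 to -1.78, and MMP9 from -5.80 to -2.27. The 3' UTR of 30 of 78 named genes that fell and of 5 of 54 that rose holds the 7-base sequence GAAATGA, which is in 2352 of 12402 genes searched (19.0%). The fallen genes with it include CENPE, CDC6, CAV1, DSC3, PLAU, INHBA, SQLE and APIP, and the risen UNC13A, LIMCH1 and FBN1.

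The mitosis list had a median of -1.71, with AURKB (-1.97 ± 0.09) and PLK1 (-1.74 ± 0.08). The mitosis list had a camera adjusted p of 3.81e-19, and adjusted p = 0.184 with an estimated correlation. The DNA replication list had a median of -1.15, with CDC6 (-1.81 ± 0.09), which loads the helicase, and MCM4 (-1.16 ± 0.06). The DNA replication list had a camera adjusted p of 1.85e-15, and adjusted p = 0.176 with an estimated correlation. Among genes of these lists without GAAATGA in the 3' UTR, all 33 DNA replication and all 35 mitosis genes fell. Basal keratinocyte genes fell in 14 of 19 cases, CAV1, a caveolar protein, by -1.97 ± 0.08, and BCAM rose (1.29 ± 0.13). The basal list had a camera adjusted p of 0.000154, and adjusted p = 0.113 with an estimated correlation. Of 5 stress keratins 4 fell, KRT16 by -1.01 ± 0.12 and KRT6A by -0.91 ± 0.06. The stress keratin list had a camera adjusted p of 0.00364, and adjusted p = 0.224 with an estimated correlation. NF-kB targets and inflammatory cytokines fell in 20 of 26 cases, IL1B by -1.59 ± 0.11 and NFKBIA by -0.89 ± 0.07. IL6 (2.64 ± 0.51), CCL5 (0.68 ± 0.26), TNFAIP2 (0.62 ± 0.23) and LIF (0.60 ± 0.14) rose. The NF-kB list had a camera adjusted p of 0.000369, and adjusted p = 0.113 with an estimated correlation. EGFR ligands and ERK feedback genes fell in 12 of 24 cases, with HBEGF (-1.67 ± 0.09) and EREG (-1.19 ± 0.09). DUSP5 (0.75 ± 0.13), ETV5 (0.78 ± 0.11), EPGN (0.35 ± 0.12) and SPRY1 (0.66 ± 0.19) rose (12 and 5 adjusted over the list alone). The EGFR and ERK list had a camera adjusted p of 0.0113, and adjusted p = 0.224 with an estimated correlation.

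Sterol and lysosome genes rose with CXCL14 siRNA. SREBP2 genes rose in 19 of 26 cases (20 adjusted over the list alone), MVD by 1.52 ± 0.08 and DHCR7 by 1.26 ± 0.07. SQLE (-1.53 ± 0.06), MSMO1 (-0.76 ± 0.07) and LSS (-0.36 ± 0.06) fell. The SREBP2 list had a camera adjusted p of 0.000225, and adjusted p = 0.303 with an estimated correlation. LXR targets rose in 13 of 18 cases, with the apolipoproteins APOL2 (1.24 ± 0.08) and APOL1 (1.10 ± 0.12). ABCA1 (-0.86 ± 0.12), SCARB1 (-0.47 ± 0.07) and PLTP (-0.43 ± 0.10) fell. The LXR list had a camera adjusted p of 0.00566, and adjusted p = 0.224 with an estimated correlation. Lysosome genes rose in 24 of 29 cases (25 adjusted over the list alone), CTSD by 1.24 ± 0.09 and the acid lipase LIPA by 0.93 ± 0.06. TFEB fell (-0.41 ± 0.14). The lysosome list had a camera adjusted p of 8.18e-07, and adjusted p = 0.224 with an estimated correlation. p53 targets rose in 22 of 29 cases, TP53INP1 by 3.18 ± 0.10 and FDXR by 1.43 ± 0.08, and XPC (-1.14 ± 0.08) and TNFRSF10B (-0.35 ± 0.05) fell. The p53 list had a camera adjusted p of 2.78e-05, and adjusted p = 0.113 with an estimated correlation. ATF4 targets rose in 18 of 33 cases, NUPR1 by 3.09 ± 0.10 and STC2 by 1.29 ± 0.08. CBS (-0.81 ± 0.24), MTHFD2 (-0.51 ± 0.07), WARS (-0.33 ± 0.08), GARS (-0.31 ± 0.06) and SLC7A5 (-0.25 ± 0.07) fell. The ATF4 target list had a camera adjusted p of 0.0104, and adjusted p = 0.449 with an estimated correlation. Ribosomal protein genes rose in 38 of 45 cases (39 adjusted over the list alone), RPS18 by 0.61 ± 0.06, and RPS7 (-1.31 ± 0.06, 328 to 132 CPM) and RPS12 (-0.20 ± 0.06) fell. The ribosomal protein list had a camera adjusted p of 1.42e-07, and adjusted p = 0.446 with an estimated correlation. Oxidative phosphorylation genes rose in 26 of 42 cases (27 adjusted over the list alone), NDUFS7 by 0.79 ± 0.09. NDUFS1 (-0.78 ± 0.07), UQCRFS1 (-0.31 ± 0.08) and ATP5F1B (-0.14 ± 0.05) fell. The oxidative phosphorylation list had a camera adjusted p of 0.000705, and adjusted p = 0.432 with an estimated correlation.

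Lists without a call moved both ways with CXCL14 siRNA. Antimicrobial genes fell in 7 of 11 cases, HMGB2, which is a chromatin protein, by -1.47 ± 0.10 and S100A9 by -0.93 ± 0.09, without passing as a list (camera adjusted p = 0.065, 0.0426 to 0.0958 over the alternatives; 0.0426 without control library 3). Of 35 matrix and wound-edge genes 19 fell, including INHBA (-2.97 ± 0.11) and PLAU (-2.68 ± 0.11), the urokinase, and 10 rose (camera adjusted p = 0.102). Cornified envelope genes split into 9 up and 7 down of 28 (8 down adjusted over the list alone, median 0.20, mean 0.20, camera adjusted p = 0.893). Spinous genes split into 4 up and 6 down (5 adjusted over the list alone), DSC3, a desmosomal cadherin, by -1.78 ± 0.08 (median -0.05, positive with library sizes alone, mean 0.02, adjusted p = 0.785). Interferon-stimulated genes split into 14 up, such as IFIT1 (0.87 ± 0.12), and 8 down, such as CXCL10 (-1.37 ± 0.20), of 37 (camera adjusted p = 0.568). In the unfolded protein response list 13 of 23 fell, EDEM1 by -1.21 ± 0.07 (camera adjusted p = 0.0595, 0.039 to 0.0887; 0.039 without control library 3 and 0.0392 without CXCL14 siRNA library 3), and MHC class I genes passed as lower only without control library 1 (0.0119; 0.123 with all, 0.0119 to 0.336).

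ACSS2 (1.401 ± 0.08) and ACLY (1.57 ± 0.06) rose and ELOVL6 fell (-0.98 ± 0.07) in the fatty acid list (camera adjusted p = 0.33), and the transcription factor genes FOSL1 (-1.21 ± 0.08) and JUNB (-1.31 ± 0.09) fell in the AP-1 list (0.453; median -0.04, positive with library sizes alone). Camera adjusted p-values were 0.107 for hypoxia genes, 0.911 for heat shock genes, 0.253 for the Notch list, 0.836 for NRF2 targets and 0.519 for mitochondrially encoded genes. Histone genes of the RNA quality list rose in 5 of 12 cases, HIST1H2AC by 1.58 ± 0.10, and HIST2H2AC (-1.20 ± 0.38) and HIST1H2BH (-1.02 ± 0.36) fell (camera adjusted p = 0.093). Fibroblast markers FBN1 (2.30 ± 0.11, 9.22 to 45.5 CPM) and COL5A1 (0.72 ± 0.09) rose and COL1A1 fell (-0.92 ± 0.13), with a camera adjusted p of 0.153; those of melanocyte, immune and endothelial markers and simple-epithelium keratins were 0.335, 0.453, 0.911 and 0.988. None of the 13 list calls with CXCL14 siRNA held with an estimated correlation, where 7 lists had an unadjusted p under 0.05, and fry called 25.

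**Figure D2:**
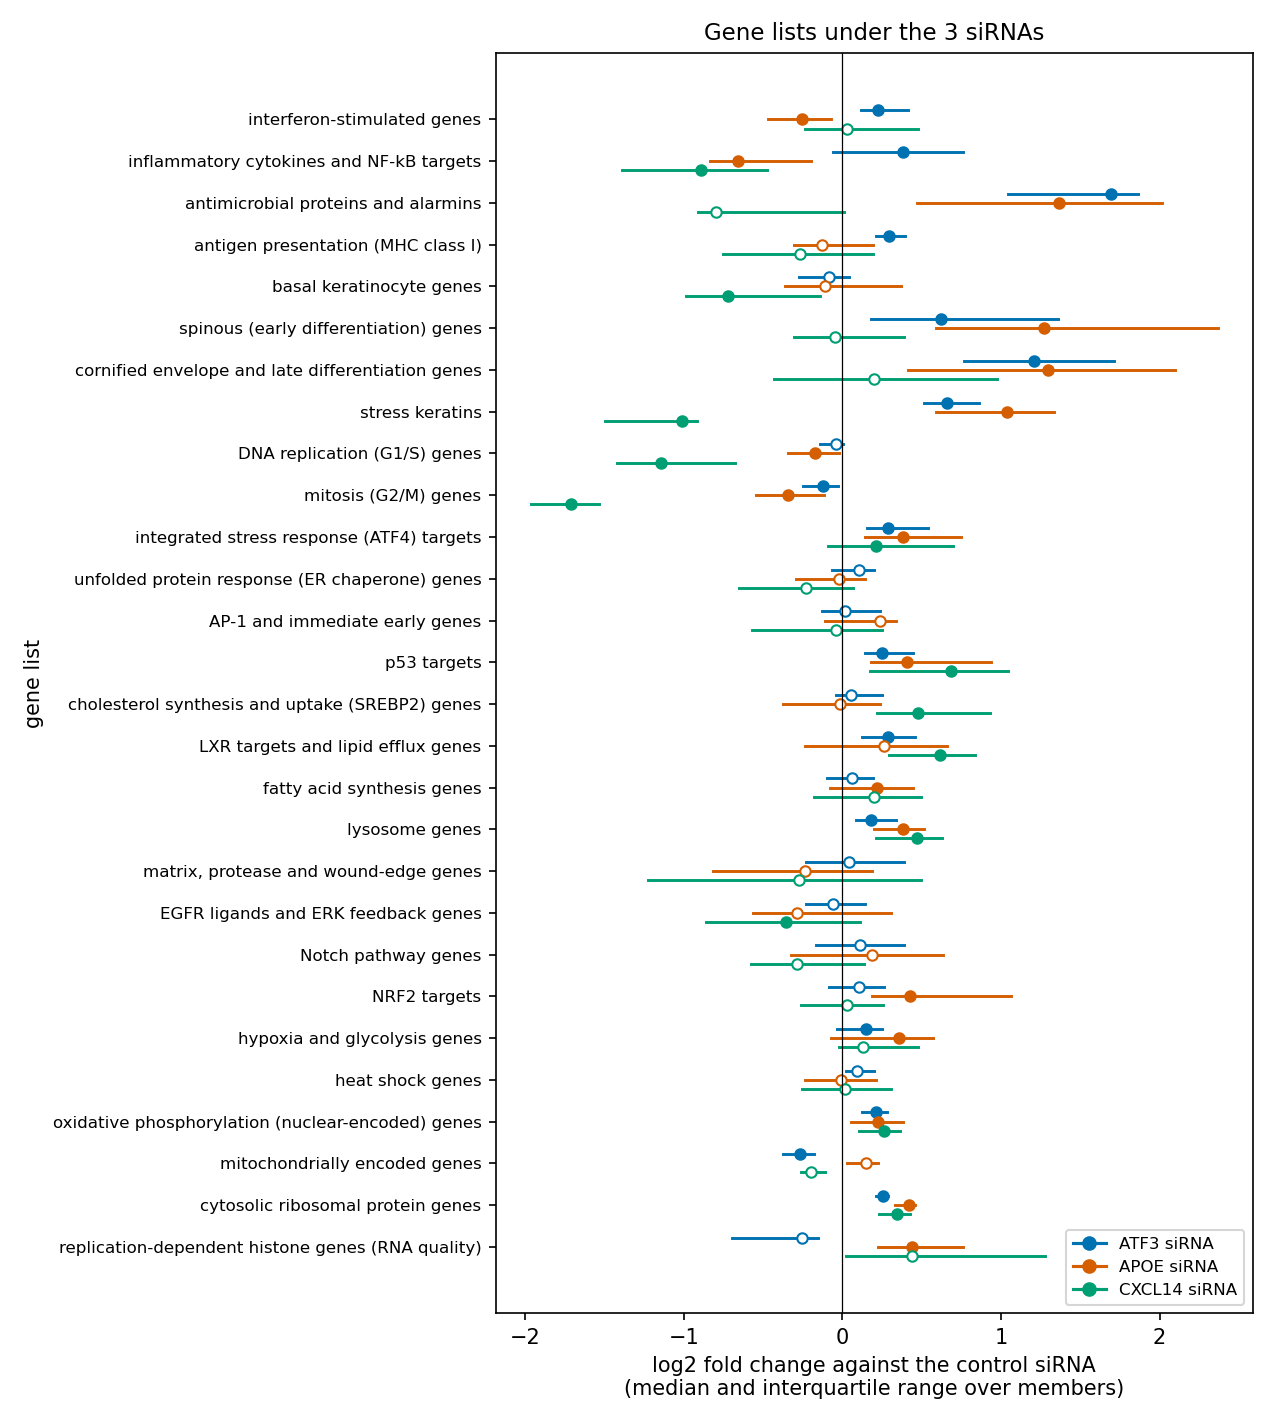
Median log2 fold change (point) and interquartile range (line) of the members of each list under the 3 siRNAs against the control, with filled points for lists called by camera and open points for the rest (n = 3 libraries per group). Mitosis genes have medians of -0.12, -0.34 and -1.71 with ATF3, APOE and CXCL14 siRNA, and cornified envelope genes 1.21, 1.30 and 0.20; with library sizes alone the sign of the median changes for AP-1 genes with ATF3 and CXCL14 siRNA, matrix genes with ATF3 siRNA and spinous genes with CXCL14 siRNA.

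The comparisons with the control share their control libraries, and many genes were called the same way in more than 1 of them. ACLY rose with every siRNA, from 244 CPM in the control to 717, 761 and 725 CPM with ATF3, APOE and CXCL14 siRNA. ASS1 (1.78 ± 0.08, 1.397 ± 0.09 and 0.81 ± 0.09), an enzyme of arginine synthesis, and CLDN1 (0.95 ± 0.08, 1.07 ± 0.08 and 1.64 ± 0.08), a tight junction protein, were also higher in all 3. TFPI2 (-0.84 ± 0.08, -2.89 ± 0.09 and -3.31 ± 0.09), NT5E (-0.74 ± 0.06, -1.35 ± 0.06 and -1.87 ± 0.06), which makes adenosine, and NCEH1 (-1.04 ± 0.09, -1.26 ± 0.09 and -1.33 ± 0.09) fell in all 3. NCEH1 holds CACGTGT, GAGGAAC and GAAATGA in its 3' UTR, NT5E GAAATGA and TFPI2 none.

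In edgeR 654 genes rose and 455 fell in all 3 comparisons, where independent calls would give 102 and 87.1. ATF3 and APOE siRNA shared 1777 genes called in the same direction, 1052 up and 725 down (374 and 306 if independent), and 300 in opposite directions (681 if independent). ATF3 and CXCL14 siRNA shared 939 up and 761 down (460 and 387 if independent), 1700 in all, and 486 in opposite directions (850). For APOE and CXCL14 siRNA these were 1707 up and 1708 down (911 and 953), 3415 in all, and 1103 in opposite directions (1864). Without control library 1 the counts for ATF3 and APOE siRNA were 1086 the same way and 183 opposite, without control library 2 the opposite count was 158 and without control library 3 it was 197; for ATF3 and CXCL14 siRNA they were 1004 and 304 without control library 1 and 1115 and 291 without control library 2. With the replicate block the opposite counts were 485 for ATF3 and APOE siRNA and 748 for ATF3 and CXCL14 siRNA. Sets simulated with no change and the same controls gave at most 1 gene called the same way in a pair and 0 in all 3 by edgeR (78 at an unadjusted p under 0.05), while their fold changes correlated across genes at 0.513 to 0.520 on average, against 0.495, 0.321 and 0.368 measured.

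The siRNA groups also differed from each other when compared directly. Between ATF3 and APOE siRNA, 3027 genes were higher and 2678 lower with ATF3 siRNA, 904 of them at least 2-fold. PADI2 (4.96 ± 0.33), LGALS9 (3.29 ± 0.33), a galectin, and ARHGAP25 (3.21 ± 0.26) were higher with ATF3 siRNA, and CXCL14 (-3.44 ± 0.43), ZBTB16 (-2.23 ± 0.29) and HOXA5 (-2.10 ± 0.22) lower. PADI2 ran from 0.95 to 5.33 over the alternatives, LGALS9 from 1.31 to 3.55, ARHGAP25 from 0.80 to 3.31, CXCL14 from -3.91 to -1.83 and ZBTB16 from -2.43 to -0.80. APOE itself differed by 4.30 ± 0.34 (from 1.32 to 4.67 over the alternatives) and ATF3 by -1.80 ± 0.08. Of the lists, NF-kB targets and inflammatory cytokines (23 of 26, 24 adjusted over the list alone; camera adjusted p = 3.54e-08, and adjusted p = 0.0264 with an estimated correlation) were higher with ATF3 siRNA. Interferon-stimulated genes were higher too (28 of 37; camera adjusted p = 5.47e-06, and adjusted p = 0.617 with an estimated correlation). So were MHC class I genes (12 of 18, 14 adjusted over the list alone; camera adjusted p = 0.000365, and adjusted p = 0.607 with an estimated correlation) and mitosis genes (16 of 37; camera adjusted p = 0.00702, and adjusted p = 0.646 with an estimated correlation). Spinous genes (17 of 23; camera adjusted p = 7.91e-06, and adjusted p = 0.2 with an estimated correlation) were lower with ATF3 than with APOE siRNA. NRF2 targets (13 of 25, 14 adjusted over the list alone; camera adjusted p = 0.000365, and adjusted p = 0.289 with an estimated correlation) and mitochondrially encoded genes (9 of 13; camera adjusted p = 0.000971, and adjusted p = 0.607 with an estimated correlation) were lower. Histone genes of the RNA quality list (6 of 12, 9 adjusted over the list alone; camera adjusted p = 0.00221, and adjusted p = 0.107 with an estimated correlation) and fibroblast markers (3 of 4, 4 adjusted over the list alone; camera adjusted p = 0.0107, and adjusted p = 0.289 with an estimated correlation) were lower as well. p53 targets (15 of 29; camera adjusted p = 0.00544, and adjusted p = 0.289 with an estimated correlation) and hypoxia genes (15 of 29; camera adjusted p = 0.0129, and adjusted p = 0.565 with an estimated correlation) were also lower. Ribosomal protein genes were lower with ATF3 than with APOE siRNA (19 of 45; camera adjusted p = 0.000255, and adjusted p = 0.617 with an estimated correlation).

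ATF3 and CXCL14 siRNA differed in 4239 genes that were higher and 3769 that were lower with ATF3 siRNA, a balance that reverses with library sizes alone (from 52.9 to 41.5% higher), and 2040 of them differed at least 2-fold. MMP9 (7.49 ± 0.21, 37.5 ± 5.6 against 0.206 ± 0.0649 CPM), IL36G (4.09 ± 0.30) and GJB6 (3.36 ± 0.16), a connexin, were higher, and TNFSF18 (-5.67 ± 0.37), UNC13A (-5.31 ± 0.45) and CPA4 (-4.56 ± 0.18) lower. Over the alternatives MMP9 ran from 3.94 to 7.71, IL36G from 2.09 to 4.46, TNFSF18 from -6.14 to -1.86 and UNC13A from -5.60 to -0.53. ATF3 differed by -2.51 ± 0.08, CXCL14 by 4.28 ± 1.03 (edgeR adjusted p = 0.00225; from 1.2e-10 to 0.127 over the alternatives, the highest with limma on log2(FPKM + 1)) and APOE by -0.61 ± 0.20 (edgeR adjusted p = 0.0148; from 0.00416 to 0.0818 over the alternatives, with 0.0818 without ATF3 siRNA library 1 and 0.0576 without CXCL14 siRNA library 3). Mitosis genes (37 of 37; camera adjusted p = 1.51e-18, and adjusted p = 0.123 with an estimated correlation) and DNA replication genes (36 of 37, 37 adjusted over the list alone; camera adjusted p = 5.71e-15, and adjusted p = 0.123 with an estimated correlation) were higher with ATF3 siRNA. NF-kB targets and inflammatory cytokines were higher (22 of 26; camera adjusted p = 3.67e-07, and adjusted p = 0.049 with an estimated correlation). Antimicrobial genes (10 of 11; camera adjusted p = 7.44e-05, and adjusted p = 0.123 with an estimated correlation) and cornified envelope genes (15 of 28; camera adjusted p = 0.000219, and adjusted p = 0.123 with an estimated correlation) were higher. Spinous genes (16 of 23, 17 adjusted over the list alone; camera adjusted p = 0.000485, and adjusted p = 0.167 with an estimated correlation) and stress keratins (5 of 5; camera adjusted p = 7.44e-05, and adjusted p = 0.123 with an estimated correlation) followed. Basal keratinocyte genes (13 of 19; camera adjusted p = 0.00204, and adjusted p = 0.123 with an estimated correlation) and MHC class I genes (12 of 18; camera adjusted p = 0.00113, and adjusted p = 0.459 with an estimated correlation) were higher with ATF3 siRNA, and so were unfolded protein response genes (14 of 23; camera adjusted p = 0.0109, and adjusted p = 0.459 with an estimated correlation). SREBP2 genes (19 of 26; camera adjusted p = 0.000219, and adjusted p = 0.296 with an estimated correlation) and lysosome genes (19 of 29; camera adjusted p = 0.00181, and adjusted p = 0.366 with an estimated correlation) were lower. p53 targets (17 of 29; camera adjusted p = 0.00339, and adjusted p = 0.167 with an estimated correlation) and histone genes of the RNA quality list (7 of 12; camera adjusted p = 0.0131, and adjusted p = 0.123 with an estimated correlation) were lower with ATF3 siRNA.

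Between APOE and CXCL14 siRNA, 4308 genes were higher and 3974 lower with APOE siRNA, a balance that reverses with library sizes alone (from 52.0 to 39.6% higher), and 2209 of them differed at least 2-fold. CXCL14 (7.72 ± 0.70, 8.56 ± 4.06 against 0.0357 ± 0.031 CPM), PI3 (3.77 ± 0.11) and CDH16 (3.43 ± 0.30) were higher, and TNFSF18 (-7.82 ± 0.49), UNC13A (-5.99 ± 0.49) and DMBT1 (-5.92 ± 0.37) lower. Over the alternatives TNFSF18 ran from -9.74 to -1.92, UNC13A from -6.43 to -0.54, DMBT1 from -6.25 to -0.89, CDH16 from 1.18 to 3.92 and CXCL14, with 2 counts in the CXCL14 siRNA libraries, from 2.28 to 8.10. APOE differed by -4.91 ± 0.32 (from -5.28 to -1.75 over the alternatives) and ATF3 by -0.70. Mitosis genes (36 of 37; camera adjusted p = 3.12e-15, and adjusted p = 0.212 with an estimated correlation) and DNA replication genes (33 of 37; camera adjusted p = 8.83e-11, and adjusted p = 0.212 with an estimated correlation) were higher with APOE siRNA. Spinous genes (21 of 23; camera adjusted p = 3.14e-08, and adjusted p = 0.195 with an estimated correlation) and stress keratins (5 of 5; camera adjusted p = 4.44e-05, and adjusted p = 0.195 with an estimated correlation) were higher. Cornified envelope genes (19 of 28; camera adjusted p = 0.000265, and adjusted p = 0.195 with an estimated correlation) and antimicrobial genes (10 of 11; camera adjusted p = 0.000265, and adjusted p = 0.195 with an estimated correlation) were higher too. Basal keratinocyte genes (12 of 19; camera adjusted p = 0.00257, and adjusted p = 0.195 with an estimated correlation) and NRF2 targets (16 of 25, 17 adjusted over the list alone; camera adjusted p = 0.00397, and adjusted p = 0.374 with an estimated correlation) were higher as well. SREBP2 genes (18 of 26, 19 adjusted over the list alone; camera adjusted p = 2.39e-05, and adjusted p = 0.27 with an estimated correlation) and interferon-stimulated genes (19 of 37; camera adjusted p = 0.0134, and adjusted p = 0.763 with an estimated correlation) were lower with APOE siRNA. None of the list calls in the 3 direct comparisons was lost when a library was left out, and up to 16, 16 and 11 lists passed. With the replicate block, lysosome genes also passed as lower with ATF3 than with APOE siRNA (camera adjusted p = 0.0367, against 0.0552 without it). Of these calls only those of NF-kB targets in ATF3 siRNA against APOE and against CXCL14 siRNA held with an estimated correlation.

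**Figure D3:**
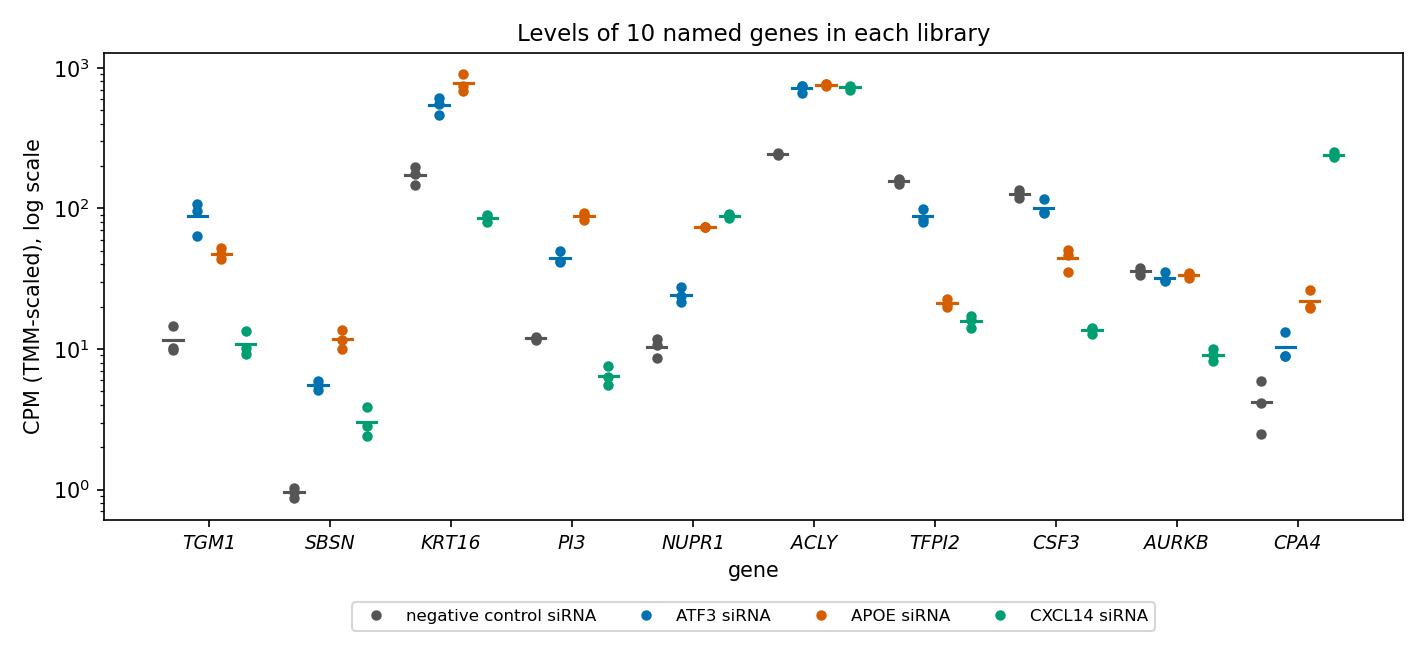
TMM-scaled CPM on a log axis of 10 named genes, with a point per library and a bar at the mean of each group (n = 3). TGM1, SBSN, KRT16 and PI3 are higher with ATF3 and APOE siRNA than with the control, ACLY stands at 717, 761 and 725 CPM against 244 CPM, AURKB is at 9.14 CPM with CXCL14 siRNA against 35.8 CPM, and CPA4 at 241 CPM against 4.19 CPM.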

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

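Of the tests reported in this part, that of whether an siRNA's own target holds the sequence, the test with a different control library for each siRNA, and both tests of the control siRNA's sequence, were chosen after the results were seen.

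The lists given next were singled out because they moved in opposite directions against the control under 2 siRNAs and the direct test of the difference passed. As a list, interferon-stimulated genes were higher with ATF3 siRNA (median 0.23, 8 of 37 up and 1 down) and lower with APOE siRNA (-0.26, 1 up and 16 down), with a camera adjusted p of 5.47e-06 for the difference, and adjusted p = 0.617 with an estimated correlation. The interferon calls against the control were lost without control library 1 (ATF3 siRNA, camera adjusted p = 0.112) and control library 3 (APOE siRNA, 0.193), and with an estimated correlation (0.671 and 0.758, adjusted). As a list, inflammatory cytokines and NF-kB targets were higher with ATF3 siRNA (median 0.38, 11 of 26 up and 2 down) and lower with APOE (-0.66, 3 up and 17 down) and CXCL14 siRNA (-0.89, 4 up and 20 down), with camera adjusted p-values of 3.54e-08 and 3.67e-07 for the differences (0.0264 and 0.049 adjusted with an estimated correlation). Stress keratins rose with ATF3 (0.66) and APOE siRNA (1.04) and fell with CXCL14 siRNA (-1.01), with camera adjusted p-values of 7.44e-05 and 4.44e-05 for the differences (0.123 and 0.195 adjusted with an estimated correlation). The calls of the NF-kB and stress keratin lists against the control were lost with an estimated correlation as well.

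In each comparison with the control, a different 7-base sequence in the 3' UTR went with lower levels: CACGTGT with ATF3 siRNA (t = -8.67, lowest of 100 shuffles -4.64), GAGGAAC with APOE siRNA (-16.9, -4.65) and GAAATGA with CXCL14 siRNA (-21.6, -5.11). Base composition as a whole is argued against, since in 3 of 3 comparisons no sequence of the same composition that shares no 5-base run with the top one reached 0.5 times the top t (lowest -2.99, -3.99 and -2.83). Off-target repression by siRNA seed matches may account for it. Each target holds its sequence (9 of 11 ATF3, 4 of 5 APOE, 2 of 2 CXCL14 transcripts). The longest coding ones hold it once, in coding parts (chromosome 1, 212619462 to 212619468, chromosome 19, 44908585 to 44908591, chromosome 5, 135578471 to 135578477). By chance 20.8%, 11.3% and 10.7% of sequences lie in any part of any transcript. In 3 of 3 comparisons t was nearer to 0 in coding sequence (-2.17, -15.0 and -10.9). Genes with more sites were lower than genes with 1 site by more than 2 SE only with CXCL14 siRNA (-0.15 ± 0.04). With ATF3 (-0.07 ± 0.07) and APOE siRNA (-0.13 ± 0.08) such a trend cannot be told apart from none. As siRNA sequences are not known here, loss of the target and seed effects stay open for any gene. Of genes that fell at least 2-fold 26.5%, 26.2% and 42.3% hold the sequence. CXCL14 siRNA gave the most calls, 8327, though its target had 24 counts in the control.

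In edgeR 1109 genes were called the same way in all 3 comparisons that share the control libraries, and 50 simulated sets with at most 0 (78 at an unadjusted p under 0.05) decide nothing about it, as they hold no changed gene. Chance values of the shared control libraries as the whole cause are argued against, since with a different control library for each siRNA 69.9 to 75.5% of the genes called in all 3 went the same way in the 6 possible ways (199 to 243 genes, or 406 and 419 with control library 1 for ATF3 siRNA), above the highest of 100 shuffles (31.6 to 37.8%) in 6 of 6, while fold changes correlated at 0.191 to 0.333, less than with shared controls (0.321 to 0.495), so that a part stays open. Seed matches of the control siRNA may contribute, as genes with GTACATT were higher in 3 of 3 comparisons past the highest of shuffled genes (t = 7.90, 6.92 and 6.80 against 5.29, 5.58 and 4.80). As the direct cause for most of these genes they are argued against, since 16.5% of the genes higher in all 3 hold GTACATT, where 12.6% of all genes do and 11.3% of the genes lower in all 3. A response shared by the 3 siRNAs, and a state shared by the control cultures, were not tested and stay open.

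Cytosolic ribosomal protein genes were higher in all 3 comparisons, with 31223 ± 161 CPM together in the control and 36902 ± 1768, 40723 ± 967 and 39130 ± 1586 CPM with ATF3, APOE and CXCL14 siRNA (SD, n = 3). Gene length and expression bias is argued against, since in 3 of 3 comparisons they lay above 20 matched genes each by more than 2 SE (0.17 ± 0.02, 0.30 ± 0.02 and 0.42 ± 0.04, SE from 1000 bootstrap draws). Reads moved from pseudogenes are argued against, since in 3 of 3 comparisons the pooled counts of 1145 pseudogenes were higher too (1894 ± 27.1 CPM in the control, 2207 ± 118, 2434.5 ± 40.6 and 2238 ± 75.5 CPM). An effect of siRNA against ATF3, APOE or CXCL14 on ribosomal protein transcripts is left as a hypothesis, found and tested on the same data, and the camera calls did not hold with an estimated correlation (adjusted p = 0.248, 0.242 and 0.446).

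Each comparison of 3 libraries with 3 allows 10 splits, too few for a share under 0.05. The real split called 3041, 6681 and 8327 genes with ATF3, APOE and CXCL14 siRNA and 5705, 8008 and 8282 between ATF3 and APOE, ATF3 and CXCL14, and APOE and CXCL14 siRNA, and in each of the 6 it was the 1 split of 10 with so many genes. The highest other split called 0 genes with edgeR in each, with 1690, 683, 703, 1211, 1315 and 757 genes at an unadjusted p under 0.05, and between APOE and CXCL14 siRNA the same held for splits that part each pair of libraries with the same number. For lists, camera called 16, 17 and 13 in the real splits and at most 15, 15 and 13 in the others. Thus 1, 1 and 2 of 10 splits gave as many. The others keep a part of the group difference, so their counts are no chance baseline for genes or lists.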

How the results depend on the processing

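No test in this part was added after the results were seen. Of 7434 alternative values for named genes, 98.1% kept their direction and their side of the threshold, 139 lost the call, 3 changed sign without being called (ATF3 with APOE siRNA) and 0 called genes reversed. The 3 targets under their own siRNA are not among these values. Requiring an absolute log2 fold change of at least 1 left 275, 1203 and 2160 genes with ATF3, APOE and CXCL14 siRNA and 904, 2040 and 2209 in the direct comparisons of ATF3 with APOE, ATF3 with CXCL14 and APOE with CXCL14 siRNA, and an adjusted p under 0.01 left 1523 with ATF3 siRNA, by the limits' own construction. The overlaps then held 142 genes in the same and 8 in opposite directions for ATF3 and APOE siRNA, 83 and 15 for ATF3 and CXCL14, and 385 and 52 for APOE and CXCL14; under 0.01 they held 873 and 107, 796 and 206, and 2273 and 612. With the replicate block, 485 genes were opposite for ATF3 and APOE siRNA and 748 for ATF3 and CXCL14 siRNA, and between APOE and CXCL14 siRNA the block changed no call of a named gene or list; the cause was not tested. DESeq2 called 2939, 6283, 7902, 5362, 7555 and 7839 genes in the 6 comparisons. CXCL14 with its own siRNA was -3.25 in limma-voom (adjusted p = 0.0538) and -0.29 in limma on log2 FPKM + 1 (0.317), where the pseudocount exceeds its level, and the stricter filter and the fit of only 2 groups left it out. Camera with an estimated correlation called 2, 0 and 0 lists with ATF3, APOE and CXCL14 siRNA (8, 8 and 7 at an unadjusted p under 0.05), and fry, which tests the list alone, called 25 with CXCL14 siRNA.

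Leaving out each library in turn gave 1916 (without control library 1) to 2729 genes with ATF3 siRNA, 5722 to 6116 with APOE siRNA and 7537 to 7876 with CXCL14 siRNA, and 4817 to 5556, 7196 to 7728 and 7585 to 7757 in the direct comparisons, each with 1 library fewer. Target levels ran from -1.85 to -1.78 for ATF3, -4.40 to -3.71 for APOE and -3.99 to -3.03 for CXCL14, where calls were lost without control library 3 (-3.31, adjusted p = 0.0523) and CXCL14 siRNA library 3 (0.0579). Lists called numbered 14 to 18, 15 to 19 and 13 to 15. Overlaps in the same and opposite directions were 1086 to 1756 and 158 to 296 for ATF3 and APOE siRNA. They were 1004 to 1662 and 291 to 477 for ATF3 and CXCL14 siRNA, and 2799 to 3520 and 812 to 1137 for APOE and CXCL14 siRNA. With library sizes alone the median log2 fold change was -0.10 between ATF3 and CXCL14 siRNA and -0.11 between APOE and CXCL14 siRNA, and the share of called genes that rose went from 55.2 to 44.0% with ATF3 siRNA, from 52.9 to 41.5% and from 52.0 to 39.6% in those direct comparisons; without a filter it was 48.8% with ATF3 siRNA. At this depth, APOE and CXCL14 rest on 156 and 24 counts in 3 control libraries, which limits their precision.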

Other observations

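Genes of antigen processing moved both ways with APOE and CXCL14 siRNA, with 4 up and 7 down (8 adjusted over the list alone) and 4 up and 9 down of 18. With APOE siRNA, the immunoproteasome subunits PSMB9 (-0.97 ± 0.14) and PSMB10 (-0.93 ± 0.17) and the non-classical class I gene HLA-F (-0.94 ± 0.14) fell. The peptide-trimming enzyme ERAP2 (-1.04 ± 0.06), the proteasome activator subunit PSME2 (-0.93 ± 0.08) and IRF1 (-0.72 ± 0.09), a transcription factor of interferon responses, fell with CXCL14 siRNA, and PSME2 rose with ATF3 siRNA (0.35 ± 0.08). Of single ER chaperones, HSPA5, or BiP, fell by -0.67 ± 0.06 and DNAJB11 by -0.83 ± 0.07 with CXCL14 siRNA, and CALR, a chaperone of glycoproteins, fell with APOE siRNA (-0.50 ± 0.06). HSPA5 and DNAJB11 hold GAAATGA in the 3' UTR, and the 23 unfolded protein response genes did not pass as a list with CXCL14 siRNA (4 up and 13 down), with a median of 0.03 for the 15 without GAAATGA.

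ANGPTL4, an inhibitor of lipoprotein lipase, fell with APOE siRNA from 21.2 ± 1.28 to 4.39 ± 0.923 CPM (-2.27 ± 0.14), and SREBF1, a regulator of lipid synthesis, rose (0.79 ± 0.09). Across libraries, the first component of log2 CPM held 44.2% of the variance and set CXCL14 siRNA apart, and the second held 23.4% and set APOE siRNA apart. Each change here passed in edgeR with n = 3 libraries per group.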
